# An Evolutionarily Conserved Role for the Aryl Hydrocarbon Receptor in the Regulation of Movement

**DOI:** 10.1371/journal.pgen.1004673

**Published:** 2014-09-25

**Authors:** Evan G. Williams, Laurent Mouchiroud, Michael Frochaux, Ashutosh Pandey, Pénélope A. Andreux, Bart Deplancke, Johan Auwerx

## Abstract

The BXD genetic reference population is a recombinant inbred panel descended from crosses between the C57BL/6 (B6) and DBA/2 (D2) strains of mice, which segregate for about 5 million sequence variants. Recently, some of these variants have been established with effects on general metabolic phenotypes such as glucose response and bone strength. Here we phenotype 43 BXD strains and observe they have large variation (∼5-fold) in their spontaneous activity during waking hours. QTL analyses indicate that ∼40% of this variance is attributable to a narrow locus containing the aryl hydrocarbon receptor (*Ahr*), a basic helix-loop-helix transcription factor with well-established roles in development and xenobiotic metabolism. Strains with the D2 allele of *Ahr* have reduced gene expression compared to those with the B6 allele, and have significantly higher spontaneous activity. This effect was also observed in B6 mice with a congenic D2 *Ahr* interval, and in B6 mice with a humanized *AHR* allele which, like the D2 allele, is expressed much less and has less enzymatic activity than the B6 allele. *Ahr* is highly conserved in invertebrates, and strikingly inhibition of its orthologs in *D. melanogaster* and *C. elegans* (*spineless* and *ahr-1*) leads to marked increases in basal activity. In mammals, *Ahr* has numerous ligands, but most are either non-selective (e.g. resveratrol) or highly toxic (e.g., 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD)). Thus, we chose to examine a major environmental influence—long term feeding with high fat diet (HFD)—to see if the effects of *Ahr* are dependent on major metabolic differences. Interestingly, while HFD robustly halved movement across all strains, the QTL position and effects of *Ahr* remained unchanged, indicating that the effects are independent. The highly consistent effects of *Ahr* on movement indicate that changes in its constitutive activity have a role on spontaneous movement and may influence human behavior.

## Author Summary

Using 43 strains from the BXD mouse reference population, we observed a 5-fold difference in spontaneous activity. QTL analysis indicated that ∼40% of this variance is due to the aryl hydrocarbon receptor (*Ahr*). *Ahr* is a conserved transcription factor found in nearly all multicellular organisms and implicated in a multitude of functions, ranging across development, liver metabolism, and neuronal health. This gene is highly variant in the BXDs, and strains with the low-active *Ahr* allele have significantly higher voluntary locomotion. This increase is also observed in independent mouse models, which have reduced *Ahr* activity, including in transgenic mice with humanized *AHR*. Furthermore, decreasing *Ahr* expression in *C. elegans* and *Drosophila* causes similar, robust increases in spontaneous movement. This link is independent of major environmental perturbations as well: BXD strains fed high fat diet long-term move only half as much as their chow-fed brethren, yet the effects of *Ahr* were consistent and equally strong in both dietary cohorts. While *Ahr* is a highly liganded transcription factor in mammals, these data indicate that modifications to its constitutive activity are sufficient to control movement. However, certain ligands may be able to specifically act on this phenotypic aspect of the gene.

## Introduction

Recent studies have highlighted the utility of the BXD murine genetic reference population in the study of metabolism [1]. The BXD population consists of ∼100 related strains descended from C57BL/6J (B6) and DBA/2J (D2) [2], and has wide phenotypic variance in key traits such as blood pressure [3], body weight, and glucose response [1] caused by ∼5 million sequence variants segregating across the population. Many specific variants have been established as causal of overt phenotypic changes, including SNPs in the aryl hydrocarbon receptor (*Ahr*) mediating TCDD response [4], missense SNPs in alkaline phosphatase causing impaired vitamin B_6_ metabolism and bone weakness [1], and a CNV of glyoxalase 1 causing increased anxiety [5]. However, the full phenotypic consequences of such variants in the BXDs are only partly understood.

*Ahr* is a basic helix-loop-helix (bHLH) transcription factor that has been established over the past decades as a key regulator of a variety of processes, including embryonic development [6], xenobiotic metabolism [7], immune response and inflammation [8], and tumorigenesis [9]. In its inactive form, the AHR protein is localized in the cytoplasm with a variety of chaperones, such as HSP90. When activated, AHR dissociates from its chaperones, dimerizes with the aryl hydrocarbon nuclear translocator (ARNT) [10], and translocates to the nucleus. This complex then induces the transcription of a multitude of target genes [11]. In vertebrates, AHR is constitutively active but can also be activated by endogenous ligands such as kynurenine and dietary compounds such as indirubin [8], [12]. These ligands can induce diverse transcriptional networks leading to distinct phenotypic outcomes. For example, indirubin and 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) are both high-affinity AHR ligands [13], yet the former is a anti-cancer compound, while the latter is a potent toxin [14], [15]. Natural variants in *Ahr* are also known to strongly affect the activity of AHR within and across species [16], [17], such as in mice, where C57BL/6J (B6) and DBA/2J (D2), the parents of the BXDs, have a ∼20-fold difference in AHR activity due to several missense SNPs [18].

Through the systematic measurement of a large population of BXD mice, we observed large variations in spontaneous activity, a large portion of which was attributable to a single genetic locus on chromosome 12. With the aid of genomic and transcriptomic data, we inferred *Ahr* as the most likely candidate gene responsible for this effect. Through a cross-species approach, from humanized *AHR* mice, to heterozygotic *Drosophila melanogaster* mutants and *Caenorhabditis elegans* exposed to RNAi, we were able to conclude both that *Ahr* is the quantitative trait gene (QTG) and that in each case, reducing its expression increases movement. Subsequently, we examined the effects of high fat diet (HFD) in the BXDs and establish that, while it robustly decreases movement and increases weight, the effects of *Ahr* remain strong and entirely independent. Together, these data indicate a striking new moonlighting phenotypic role for *Ahr* in the control of locomotor activity.

## Results

### Identification of a QTL Influencing Movement

We established a colony of 43 BXD strains and designed a basic phenotyping program to examine how two basic metabolic parameters—activity and weight—vary, and how much of this may be attributed to genetic variants in the population. In a previous study, we examined how many metabolic traits vary due to sex in the BXDs [1], but did not examine basal movement. We thus examined 68 female and 68 male retired breeders from 22 BXDs strains at approximately 20 weeks of age. Animals were placed individually in normal housing cages and spontaneous movement recording over a 48 hour period. Females were slightly more active (Figure 1A), and movement was highly variable for both sexes (∼3-fold for ambulations and ∼4-fold for rearing), but overall, movement was strongly correlated by strain between males and females (Figure 1B), with the range of across genotypes (∼5-fold range) dramatically outweighing the range across the sexes (∼1.3-fold).

**Figure 1:**
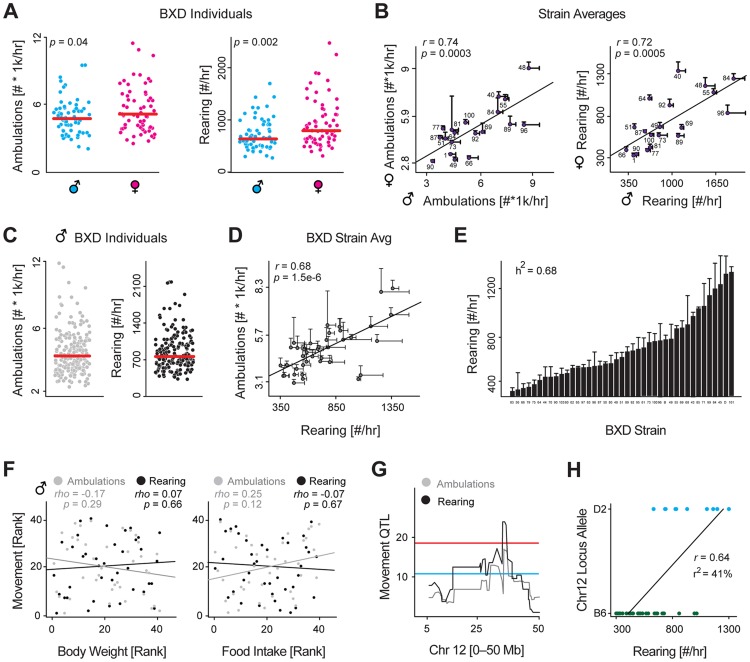
Identification and validation of a movement QTL. (**A**) Nighttime rearing and ambulatory activity for all 68 males and 68 females phenotyped across 22 (male) and 19 (female) strains. These 19 strains were phenotyped in both sexes. Females are slightly more active. (**B**) Despite moving somewhat more, female and male activity are strongly correlated by strain. (**C**) Nighttime rearing and ambulatory activities for all 196 animals across 43 strains. Each strain has ∼5 biological replicates. (**D**) Ambulatory and rearing activity are tightly correlated, though the measurements are technically independent. (**E**) Nighttime rearing activity for all 43 strains, ordered by value. Activity varies by 3.9 fold across the population. The strong heritability (h^2^) of 0.68 indicates that the majority of this variance can be attributed to genetic factors. (**F**) Body weight (Left) and food intake (Right) have no effect on ambulatory or rearing activity, suggesting movement is largely independent of the weight or the need to eat or drink. Animals must rear to reach the food basket or drink. (**G**) Rearing and ambulatory movement mapped to a common narrow 2 Mb locus on chromosome 12. (**H**) The target locus (chromosome 12 from 35.5–37.6 Mb) explains ∼40% of variance (r^2^) in rearing activity and ∼25% of variance in ambulatory activity.

To search for the genetic drivers of movement, we designed an enlarged phenotyping program to examine activity in male BXDs using a larger population sample: 43 strains with 5 animals per cohort phenotyped at precisely 23 weeks of age, using the same diet and recording setup. In the expanded data, both rearing and ambulatory activity again varied dramatically across the population—5-fold and 8-fold respectively (Figure 1C). The two aspects of movement were tightly correlated by strain (Figure 1D) and highly consistent for all five biological replicates within each strain, yielding high estimates of heritability (h^2^ = 0.59 for ambulations, and h^2^ = 0.68 for rearing, shown in Figure 1E). The BXD population likewise had highly variable body weights across the population (∼2-fold range) with a high estimate of heritability (h^2^ = 0.74). Surprisingly however, spontaneous activity had no association with body weight or food intake (Figure 1F), indicating the strains' movement is driven primarily by internal motivating factors, rather than by access to food or water, both of which require rearing to reach. Due to the strong heritability and wide and consistent cross-strain variance, we suspected that the movement variation may be linked to quantitative trait loci (QTLs), which could indicate the region(s) of the genome causing the genotypically-driven effects. For both measurements, rearing and ambulation, we detected overlapping QTLs, with the narrow-sense peak located on chromosome 12 from 35.5 to 37.6 Mb, and the broad-sense peak QTL from 30.3 to 37.6 Mb (Figure 1G). For ambulatory activity, this locus explains 25% of the overall variance, or 1300 counts/hr, and for rearing the same locus explains 41% of the variance, or 400 counts/hr (Figure 1H).

While the movement parameters mapped to several suggestive and two significant loci, the significant locus on chromosome 12 was the most striking and consistent (Figure 2A), thus we prioritized it for validation. To establish the effect of the Chr12 locus, we examined a congenic strain of B6 with the D2 locus at the region of interest (B6.D2N-*Ahr^d^*) [16]. We sequenced this line and observed it carries a 6 Mb segment of D2 genome on Chr 12 between 34.60 and 40.48 Mb, while the rest of the genome is B6 (though several dozen individual SNPs—i.e. spontaneous mutations—are observed elsewhere in the genome, see Materials & Methods). Ten males from all three cohorts were then entered into the same phenotyping platform until 23 weeks of age, at which point the movement experiment was performed. As predicted, the congenic line and D2 moved significantly more than the B6 animals, while the congenic line and D2 moved the same amount (Figure 2B), validating the QTL as causative of movement variance. Moreover, these increases matched the calculated effect size from the QTL: ambulatory activity increased by 1500 counts/hr, while rearing activity increased by 380 counts/hr. This analysis validated the QTL as influencing movement, though did not indicate which candidate gene(s) cause the effect (Figure 2C). The broad-sense QTL, from 30.3 to 37.6 Mb, contains 38 genes, including 9 which are under the narrow-sense QTL (35.5 to 37.6 Mb). The congenic region, from 34.6–40.5 Mb, contains 17 genes, 13 of which are within the QTL bounds. We retained all 42 genes (38 within the QTL, 4 exclusively in the congenic region) for subsequent bioinformatic analyses, though with a particular eye for the 9 genes overlapping in the congenic and significant narrow-sense QTL.

**Figure 2:**
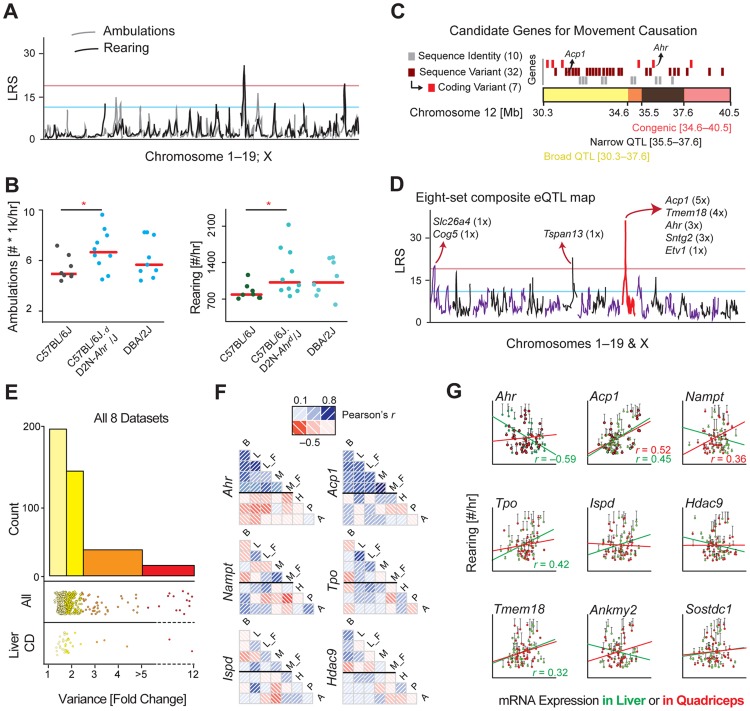
Identification of the movement QTG: *Ahr*. (**A**) The movement QTLs across all chromosomes indicates one consistently significant locus on chromosome 12, and one significant locus on chromosome 19 only for rearing activity. (**B**) A congenic strain on a B6 background with a D2 congenic interval at the region of the chromosome 12 QTL has significantly more spontaneous movement, validating that this locus impacts movement. One-way ANOVA is suggestive (*p* = 0.09), while the *t*-test between only the congenic and control groups is significant (*p* = 0.01). (**C**) Close-up of the congenic (red) and overlapping significant QTL (black) and suggestive (yellow) regions on chromosome 12. All genes are represented by rectangles at their approximate chromosomal positions. Genes that are sequence identical across the BXDs are marked in grey and were discounted. Genes with sequence variants of unknown effect (maroon) and genes with sequence variants with clear effects (e.g. coding differences, red) were considered more likely candidate QTGs. (**D**) eQTLs were plotted for all positional candidates in all eight datasets tissues. Five genes map to chromosome 12 (∼25–45 Mb) as *cis*-eQTLs. As the movement QTL also maps to this locus, *trans*-eQTLs are of less interest. (**E**) Transcript variance was checked across all 9 datasets. Half of the transcripts are at least moderately variable (range >1.75 fold) across the cohorts, while 9% of transcripts are highly variable (>3.0 fold). Upper stripchart: Variance of all 42 candidate genes in all 8 tissues (i.e. each gene is represented ∼8 times). Lower stripchart: Variance of all 42 candidate genes in CD liver. (**F**) Few transcripts are consistently expressed across strains in different tissues (Brown Adipose: B; Liver: L; Muscle: M; Hypothalamus: H, Pituitary: P, Adrenal: A; F: High fat fed cohorts; all others are chow fed). *Ahr* covaries well for all five datasets taken from this study, but negatively with the three publicly available BXD datasets; *Acp1* covaries positively in all datasets, although much stronger in the five paired sets. Most other genes (e.g. the four shown) have little consistency. (**G**) Gene expression correlates with movement inconsistently by tissue, with only a handful of genes yielding consistent (*Acp1, Tpo, Tmem18*) or significant (*Ahr, Acp1*) correlations. Nominally significant correlations (*p*<0.05) are displayed on the chart. For brown adipose tissue, no genes correlate highly significantly (*p*<0.01) with activity.

### Selecting the QTG

To select candidate genes for validation experiments, we used several established methods to prioritize candidate gene(s), which are most likely to influence movement [19]. First, the sequence variants were examined for all candidate genes, including within 5 kb of the 3′ or 5′ untranslated regions. 10 of the candidates are identical by descent across all of the BXD strains, making these genes unlikely to be causal for the QTL [20], including 3 of the 9 priority candidates. 

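In the RefSeq annotation of the mouse assembly GRCm38.p6, 43 protein-coding genes lie in a row on chromosome 12 from *Pxdn* to *Tmem195*, both included, and all 43 have a probe set on the array used for brown adipose tissue. *Tmem195* is listed in the array table under the symbol *Agmo*. Counted from *Pxdn*, *Hdac9* is number 30, *Ahr* number 33, *Meox2* number 42 and *Tmem195* number 43. Other candidates lie between them: *Acp1* is number 6, *Sh3yl1* number 7, *Slc26a3* number 11, *Prkar2b* number 19, *Prps1l1* number 31, *Sostdc1* number 40 and *Ispd* number 41. *Acp1* and *Sh3yl1* are therefore direct neighbours, as are *Hdac9* and *Prps1l1*.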

For the 32 genes with sequence variants, seven have protein-coding changes: peroxidasin homolog (*Pxdn*), thyroid peroxidase (*Tpo*), histone deacetylase 9 (*Hdac9*), mesenchyme homeobox 2 (*Meox2*), transmembrane proteins 18 and 195 (*Tmem18* and *Tmem195*), and *Ahr*. To further rank the candidate genes, we examined the transcriptional variance and regulation in eight diverse microarray datasets. Candidate genes with higher transcript variability, which have strong genetic variants at the same locus as the phenotype, and/or which associate with the phenotype are more likely to be the QTG under the QTL [19].

First, we examined the 42 genes in 8 datasets from 6 tissues. 

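For chow-fed brown adipose tissue (BAT), transcripts were measured in 35 BXD strains and in the 2 parental strains, C57BL/6J and DBA/2J, with 1 array per strain. The BXD strains are recombinant inbred lines bred from these parents, so that each strain carries a fixed mixture of their alleles. The mice were males on a diet of 6% kCal fat, 20% kCal protein and 74% kCal carbohydrate. The paper gives their age at sacrifice as about 28 weeks and the sample labels as 29 weeks. Total RNA was extracted from about 5 mice per strain and combined in equal amounts before labelling, so an array holds a strain mean and there is no replicate within a strain. For each pool, 100 ng of RNA was amplified and 5500 ng of cDNA was hybridised to an Affymetrix MoGene 2.0 array. The deposited table holds 41345 probe sets, of which 190 are array controls that were left out here. The authors rescaled every array to a mean of 8 and a standard deviation of 2 over all probe sets, so the values are scores in rescaled units. The text of the paper does not name the summary method or log base for these arrays. A difference of 1 unit is a doubling only if the log2 values had a standard deviation of 2 before rescaling, and the folds given here for BAT are nominal in this sense. The arrays correlated with one another at Pearson's *r* between 0.968 and 0.987 across probe sets, which are not independent replicates, and no array was a copy of another. The Y-linked transcript *Ddx3y* lay between 10.81 and 11.32 on all 37 arrays and *Xist* between 6.38 and 7.48, which is what the male label predicts. The spread between strains was taken over the 35 BXD strains, with the parents reported apart. Where a gene had several probe sets, the probe set with the highest mean stood for it. Genotypes of the strains and their movement values were not analysed here.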

In three tissues—liver, brown adipose (BAT), and quadriceps—measurements were performed in the same BXD animals, which mapped to the movement QTL. Quadriceps and liver were also sampled in the same BXD strains on a high fat diet. The other three tissues—hypothalamus, pituitary, and adrenal—were collected previously and published by other research groups in the same BXD strains in similar conditions (i.e. age, sex, diet) [21]. All transcripts were detected in at least one tissue except *Slc26a3* (in the congenic interval) and *Prps1l1* (in the narrow QTL region). 

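In BAT, detection was set against the 1128 probe sets of olfactory receptors, genes that are not expected to be expressed in fat, whose means over the 35 BXD strains had a median of 6.00 and a 95th percentile of 7.94 rescaled units. Of the 15 candidates that the text names, 9 had a mean above this 95th percentile. *Slc26a3* had a mean of 6.57 ± 0.15 (SD, n = 35 strains) and *Prps1l1* of 7.32 ± 0.16 (SD, n = 35), and neither reached the background limit in any strain. The other candidates below it were *Sh3yl1* at 6.96 ± 0.14, *Sntg2* at 7.22 ± 0.12, *Ispd* at 7.57 ± 0.14 and *Hdac9* at 7.89 ± 0.22 (SD, n = 35 each), of which only *Hdac9* passed the limit in some strains, 14 of the 35. The brightest candidates were *Prkar2b* at 14.05 ± 0.12, *Tmem195* at 11.55 ± 0.19, *Pxdn* at 11.35 ± 0.25 and *Meox2* at 11.03 ± 0.26 (SD, n = 35 each). *Sostdc1*, at 8.03 ± 0.16 (SD, n = 35), passed the limit by less than 1 SD. With the 99th percentile of the olfactory receptors as the limit, 8.82 units, 7 candidates remained. The paper states its detection over all tissues together, and BAT is 1 of them.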

We then mapped all transcripts to identify the existence and location of significant expression QTLs (eQTLs; LRS≥20, Figure 2D). 

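The BAT values that enter such mapping were compared between strains and parents, without strain genotypes, so no LRS was computed. *Ahr* had a mean of 9.41 ± 0.35 rescaled units (SD, n = 35 BXD strains) and lay at 9.13 in both parents, with DBA/2J minus C57BL/6J at 0.001. *Acp1* had a mean of 9.71 ± 0.14 (SD, n = 35) and a parental difference of -0.017. *Tmem18*, with a mean of 9.75 ± 0.18 (SD, n = 35), was 0.22 units higher in DBA/2J. *Sntg2*, which lay within the olfactory receptor background, was 0.11 units higher in DBA/2J. Each parent was measured on 1 array, so these differences have no replicate check. Over all probe sets the absolute difference between the parents had a median of 0.18 and a 95th percentile of 0.77 units, and none of the 15 named candidates passed the latter. For *Ahr* the difference was 0.022 after quantile normalization and -0.019 with arrays centred on their median, so its sign depends on the scaling. The DBA/2J array also carried high levels of liver transcripts, with *Alb* at 13.93 against 8.76 in C57BL/6J. The shape of the distribution over strains was tested with the bimodality coefficient against 100000 normal samples of 35 values (one-sided). At an adjusted p threshold of 0.05 (Benjamini-Hochberg over 15 candidates) 0 passed, and 0 had an unadjusted p under 0.05. The lowest p was 0.059 for *Prkar2b* (adjusted p = 0.597), and *Ahr* had p = 0.629, *Acp1* p = 0.544, *Tmem18* p = 0.271 and *Sntg2* p = 0.348. In a simulation of 1000 genes over 35 strains with modes 4 SD apart, 88.5% reached an unadjusted p under 0.05. Modes closer together were not simulated, so it is not known whether the test would find a *cis*-eQTL of smaller effect. That 0 candidates passed is therefore no evidence against the *cis*-eQTLs of the paper.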

No *trans*-eQTLs were consistent across more than one dataset, while four genes gave consistent significant *cis*-eQTLs: acid phosphatase 1 (*Acp1*, in 5 datasets), *Tmem18* (in 4), *Ahr* (in 3) and syntrophin gamma 2 (*Sntg2*, in 3). We then examined the transcript variance of all candidate genes in the eight datasets. 

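In BAT the variance of a transcript was taken as its range, the highest minus the lowest of the 35 BXD strains. Over all 41155 probe sets the nominal fold range had a median of 1.86, 60.7% of probe sets had a range of at least 1.75-fold and 15.7% a range over 3.0-fold. Among the 19436 probe sets whose mean lay above the olfactory receptor background these shares were 52.2% and 12.2%. The median nominal fold range of the 15 candidates named in the text was 1.60. In 10000 random lists of 15 probe sets matched on mean expression the median was 1.80, and the candidates lay at percentile 1.68 of these lists. The lists were drawn from all 41155 probe sets, of which 12953 have no gene name, while every candidate is a named gene. A difference between these kinds of probe set was not tested as a source of the low percentile. The alternative that moved this percentile most was quantile normalization of the arrays, which gave 3.80. The range contains the error of the arrays as well as differences between strains, which 1 array per strain cannot separate.

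**Figure D1:**
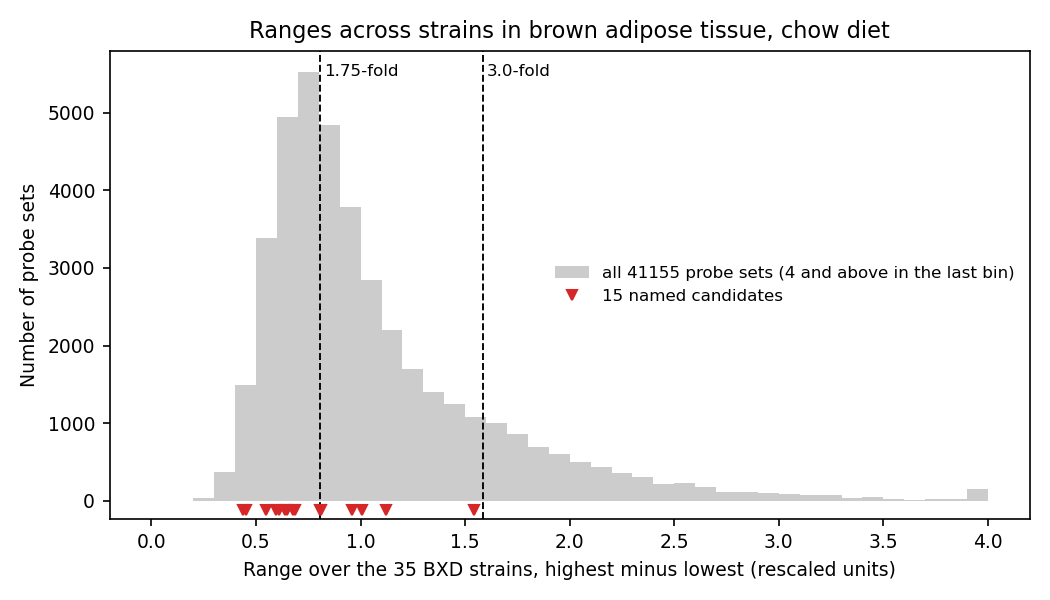
Ranges over the 35 BXD strains in BAT in rescaled units (x axis) against the number of probe sets (y axis), with the 15 named candidates as triangles under the axis. Dashed lines mark 1.75-fold and 3.0-fold on the nominal scale, and all 15 triangles lie to the left of the line at 3.0-fold.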

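Of the 15 candidates named in the text, 5 had a nominal range of at least 1.75-fold in BAT, which is 33.3% (95% exact Clopper-Pearson interval from 11.8% to 61.6%). These were *Ahr*, *Pxdn*, *Meox2*, *Hdac9* and *Sostdc1*. *Ahr* had the largest range of the 15, 1.54 rescaled units or nominally 2.92-fold, from 8.70 in BXD89 to 10.24 in BXD96. Among the ranges of all probe sets it lay at percentile 83.3, so it is not extreme on these arrays. Leaving out the highest and the lowest strain gave 2.24-fold for *Ahr*. *Pxdn* followed with 2.17-fold, *Meox2* with 2.01-fold, *Hdac9* with 1.94-fold and *Sostdc1* with 1.76-fold. *Tmem195* lay just below the threshold at 1.747-fold. None of the 15 passed 3.0-fold, which leaves a share of up to 21.8% by the same interval. With the skeletal muscle list regressed out, *Ahr* alone passed it at 3.13-fold. *Acp1* ranged over 1.51-fold, *Sh3yl1* over 1.46-fold and *Prkar2b* over 1.35-fold in this tissue. *Prkar2b* had the smallest range of the 15 although it was the brightest, and *Sh3yl1* lay within the olfactory receptor background. If the log2 values had a standard deviation of 1.5 before rescaling, the range of *Ahr* would be 2.23-fold, and with 2.5 it would be 3.81-fold. Over the 43 protein-coding genes from *Pxdn* to *Tmem195*, 14 had a nominal range of at least 1.75-fold, 32.6%, and 0 a range over 3.0-fold. The paper reasons that candidates with higher transcript variability are more likely to be the gene behind the QTL.

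**Figure D2:**
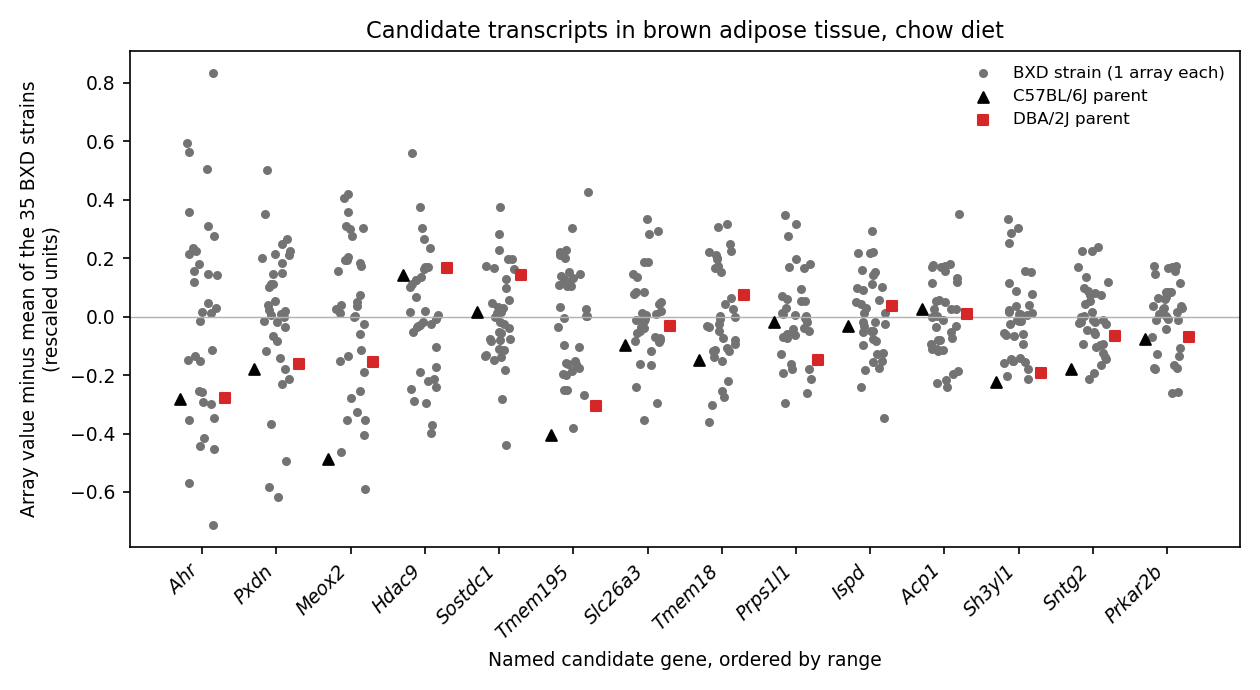
Array values of 14 of the 15 named candidates in BAT, each minus the gene's mean over the 35 BXD strains, in rescaled units (y axis), with genes on the x axis ordered by range. Grey points are BXD strains, with 1 array each, black triangles C57BL/6J and red squares DBA/2J; *Ahr* spreads widest, over 1.54 units, and *Prkar2b* least, over 0.44 units.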

Most genes had at significant variability across the strains in each tissue (50% have variance ≥1.75 fold; Figure 2E), with three genes, *Sh3yl1*, *Prkar2b* and *Acp1*, being particularly highly variable (range ≥3.0 fold) in multiple tissues. However, most genes did not covary across the tissues, with only two having particularly consistent expression: *Ahr* and *Acp1* (Figure 2F). We last examined how the expression of each gene associated with movement phenotypes in the BXDs, with particular focus on candidates under the significant QTL and congenic locus (e.g. *Ahr*, *Sostdc1*, *Ispd*) and those with major or consistent transcript variance (e.g. *Acp1*, *Prkar2b*, and again *Ahr*). Only two genes, *Ahr* and *Acp1* had significant correlations after multiple testing correction (Figure 2G), though several other genes yielded consistent but non-significant correlations (e.g. *Tmem18*). Together, these bioinformatic analyses indicated several genes as potentially causative of movement variance, and with one top candidate: *Ahr*, which was prioritized as the first gene for validation as the quantitative trait gene (QTG), as the other strong candidate gene, *Acp1*, was not in the congenic region or under the peak QTL.

### The Effect of *Ahr* on Movement Is Highly Conserved Across Evolution

*Ahr* is strongly conserved throughout evolution (Figure 3A), and acts as a bHLH-type transcription factor with impact on development and homeostasis in all species [22]. Given this consistency, we examined whether movement regulation may be another conserved physiological process regulated by the gene. In the BXDs, three particular SNPs have been established as causal for differences in *Ahr* by affecting its enzymatic activity (A375V), ligand binding and the *cis*-regulatory mechanism (L471P), and protein length (*805R, which adds 43 amino acids to the C terminus) [18], [23]. Strikingly, these three particular variants are conserved in humans, with the most common human allele (*hAHR*) humans matching the D2 allele at all three (Figure 3B) [24]. Correspondingly, *hAHR* enzymatic activity is similar to that of D2 mice [24], [25]. Moreover, the valine at position 375 (or 381 in humans) is unique among mammalian reference genomes to D2 and humans, and is not even found in macaques, which likewise have much higher *Ahr* activity than humans and D2-type mice [26], [27]. To examine a potential link between *hAHR* and activity, we phenotyped transgenic B6 mice with the *hAHR* allele replacing the murine *Ahr* [28]. In the same home cage monitoring experiments as those used before, we observed that the humanized animals were significantly more active than their wildtype counterparts (Figure 3C), and again with an increase equal to that of the congenic line (Figure 2A). This finding indicates both that *Ahr* was properly selected as the QTG, and that the effect may well be conserved cross species. To validate this hypothesis, we looked to lower organisms.

**Figure 3:**
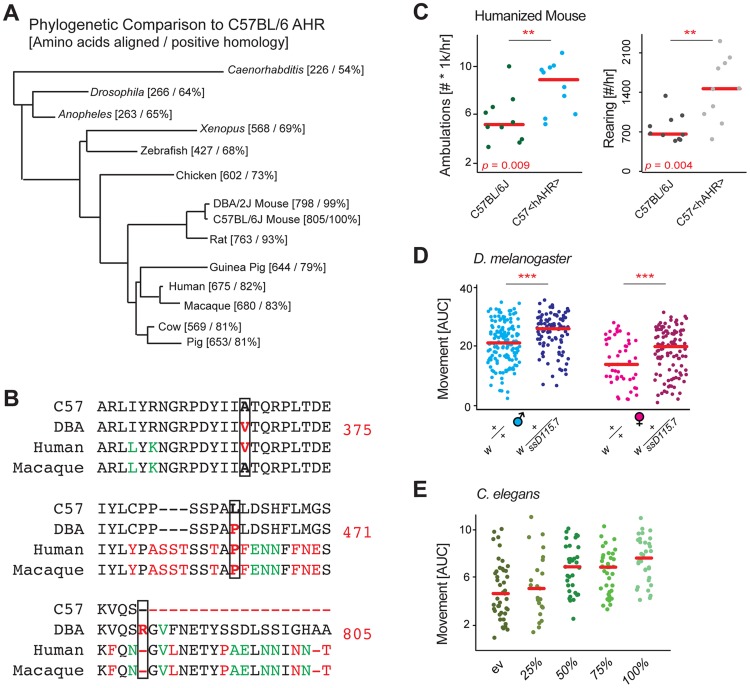
Evolutionary analysis links *Ahr* to movement. (**A**) Phylogenetic BLAST analysis of mouse *Ahr* showed that the gene is highly conserved down to simple multicellular animals such as *C. elegans*, the gene likely has conserved basic metabolic functions. (**B**) Sequence analysis of the three missense mutations of *Ahr* between B6 and D2 known to have an impact oh AHR activity (375, 471, 805). (**C**) B6 mice with the humanized AHR allele are nearly twice as active as controls. The humanized AHR allele is similar to the D2 allele in many tests of enzymatic activity, with a ∼90%+ reduction in activity compared to the B6 allele [24]. (**D**) *D. melanogaster* with a heterozygous deletion allele of the *Ahr* ortholog *ss* are also significantly more active than controls. The 50% reduced expression appears to increase movement by about 20% in both males and females. Each comparison is a separate Welch's *t*-test with *p*<0.001. Females are ∼30% less active than males in both instances (*p*<0.001). (**E**) *C. elegans* treated from early development with RNAi for *ahr-1* are nearly twice as active as worms treated with a control vector. Reduced doses of RNAi have intermediary effects on activity. *p* = 2.9e-6 for 100% vs. empty vector (ev).

The key transcription factor motifs in *Ahr* (bHLH and PAS) are highly conserved in the *D. melanogaster* ortholog called *spineless* (*ss*) [29], and the *C. elegans* homolog called *ahr-1* [30], thus we hypothesized the regulation of movement may be further conserved to these simpler model organisms. We first examined movement in *D. melanogaster*, where we crossed the *w* strain with a loss of function allele *ss^D115.7^* [29], and examined this line as a heterozygous knockout, both in males and females. In both models, *ss* reduction resulted in a robust ∼25% increase in movement (Figure 3D). Given the conservation to *D. melanogaster*, we hypothesized that this connection may manifest also in *C. elegans*. As before, inhibition of *ahr-1* by RNAi resulted in a marked and robust increase in activity (Figure 3E). Moreover, the data in *C. elegans* indicates that the effect of *Ahr* inhibition on activity is approximately linear, at least within the expression variation tested. Full knockouts in mice, while viable, have poor postnatal survival rates [31] and have dramatically smaller livers (<50% size [32]); likewise, full knockouts in *Drosophila* of *ss* have notable morphological problems [22].

*Ahr* inhibition robustly increased movement in all models examined, and the effect was observed in the absence of any clearly established *Ahr* ligand. In *Drosophila* and *C. elegans*, the *Ahr* orthologs are suspected to be exclusively constitutively active [33]. However, this does not indicate whether it is constitutive activity operating in the mice, or if it is an unknown dietary component of the chow diet common to all cohorts, which could influence movement in a ligand-dependent manner. As known *Ahr* ligands are either known to be non-selective and activate multiple signaling pathways (e.g. resveratrol or quercetin [34], [35]) or are highly toxic and poorly suited for normal physiological studies (i.e. TCDD), we chose to expose BXD cohorts to an environmental component that is known to influence movement: a high fat diet (HFD). We raised males from the same BXD strains, but now on a HFD from 8 until 23 weeks of age at which point we again measured spontaneous activity (Figure 4A). HFD robustly increases body weight by this age, by about 12 grams or ∼35% of body weight in each strain (Figure 4A). Movement is similarly affected, with rearing decreasing by ∼50% (Figure 4B) and ambulatory movement by ∼25%. Strikingly, both movement parameters again map to the same locus on Chromosome 12, indicating the genetic effect of this locus is independent of the dietary influence on movement (Figure 4C). Moreover, the dietary effect is consistent across all strains (Figure 4D, left) and is not directly due to the increase in body weight (Figure 4D, right). Thus, while there may be a gene-by-environment effect of diet on movement in the BXDs, it is independent of *Ahr*, which is equally expressed in both dietary cohorts. As in the CD cohorts, *Ahr* expression has a strong negative correlation with spontaneous activity in the HFD population (Figure 4E). This independent phenotype both confirms the locus identified using CD cohorts, but also indicates that *Ahr* can influence movement in mammals independently of incidental dietary or environmental effects.

**Figure 4:**
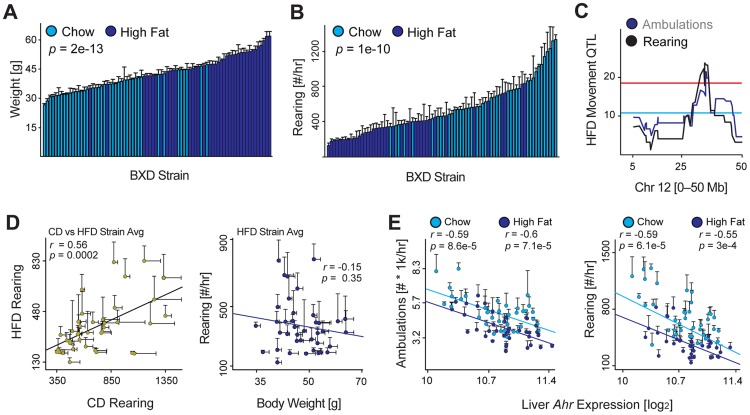
Environmental effects on movement and *Ahr*. (**A**) Weight is significantly increased in cohorts fed HFD (dark blue) by 23 weeks of age—after 15 weeks on HFD—compared to the CD-fed cohorts (light blue). (**B**) Rearing activity and ambulatory activity are significantly reduced by HFD feeding. (**C**) Both movement parameters also map significantly to the *Ahr* locus in BXDs fed HFD, indicating that the effect of HFD on movement is independent of this locus. (**D**) Left: Rearing and movement activity in HFD cohorts correlates well with the movement of chow diet (CD) cohorts run previously. Right: Body weight has no effect on spontaneous activity in mice on HFD, which is similar as observed previously for animals on CD. (**E**) Ambulatory activity (left) and rearing activity (right) correlations with *Ahr* expression in CD and HFD BXD cohorts. *Ahr* expression is unaffected by HFD.

## Discussion

In this study we characterized 43 strains in the BXDs genetic reference population to assess basal physiological parameters: movement and body weight. Both phenotypes are driven by numerous and complex interactions between genes and environment, and also by neurological/motivational states and by physiological limitations. In the BXDs, body weight and activity are sexually dimorphic, highly variable, and heritable. Surprisingly, body weight and food intake have no impact on standard spontaneous activity in either CD or HFD-fed cohorts despite a major decrease in movement in HFD cohorts. In both dietary groups, we identified a single common QTL causal of ∼25–40% of the variance of movement across the population. Using a congenic line, we confirmed the effect of this locus and set out to establish the causal gene through a bioinformatics approach. By analyzing nine diverse tissues, five in the cohorts phenotyped and three from other published BXD studies, we were able to establish the aryl hydrocarbon receptor (*Ahr*) as the single best candidate gene for mechanistic validation.

*Ahr* is an evolutionary conserved transcription factor involved in development, signal transduction, and metabolism [36], [37]. *Ahr* has constitutive activity, but can also be activated by a variety of ligands such as the endogenous metabolite, kynurenine, and a wide variety of environmental chemicals. Moderate to strong (∼95%) reductions in *Ahr* activity appear to have little negative effect an organism's health or viability, whether in D2 or humanized hAHR mice, or in heterozygotic fly mutants. Through cross-species analysis to *Drosophila* and *C. elegans*, we were able to confirm that reducing the expression of this gene consistently leads to an evolutionarily consistent increase in spontaneous movement.

After examining the same BXD strains on a HFD, we observed that despite a major decrease in movement in this population, the *Ahr* QTL is consistent and with a similar effect size, independently of this major environmental perturbation. This conserved effect in BXDs across different environmental conditions indicates a constitutive role for *Ahr* in the regulation of movement in vertebrates as well. The observation that reduction of *Ahr* orthologs in invertebrates has a consistent effect on movement furthers this hypothesis, as the *Drosophila* ortholog (*spineless*) is constitutively active [38] and does not appear to be affected by any exogenous ligands [33]. A large number of *AHR* polymorphisms have been identified in large and diverse human population studies [39], [40], though it remains to be seen if these variants lead to variation in locomotion and/or disposition to exercise in humans as in mice. However, as the movement link is conserved in mice with a humanized *Ahr* allele, it seems likely that natural variation in *Ahr* or of its ligands may explain part of the natural variation in human proclivity for activity. Furthermore, while our data indicate constitutive *Ahr* activation as a regulator of movement, it is conceivable that this role may be further modulated by specific ligands in mice and humans. In combination, our study expands the phenotypic roles of AHR, endowing it with a commanding role in the control of movement that is conserved across evolution.

## Methods

### Animals

All animals were communally housed by strain until phenotyping and fed a chow diet (CD; (Harlan 2018; 6% kCal/fat, 20% kCal/protein, 74% kCal/carbohydrate) throughout life after weaning. All BXD strains (BXD43–103) were originally sourced from the vivarium at the University of Tennessee Health Science Center (Memphis, TN, USA) then bred for two or more generations until progeny entered the phenotyping colony.

Male versus Female Phenotyping: 136 retired breeders (68 female, 68 male) from 22 strains (male) or 19 strains (female; all 19 overlap) were taken at 20±4 weeks of age from a breeding colony at the EPFL facility and transferred to the phenotyping unit. Males and females were separated for 3+ weeks to ensure pregnant females were not phenotyped. Males and females were phenotyped on separate days, with 10–16 animals entered into the phenotyping program every 2 days.

CD Male Phenotyping: 196 male mice from 43 strains of the BXD family were bred at the EPFL facility and transferred to the phenotyping unit at 8 weeks of age. Each cohort was communally housed (3–5 animals per cage) under 12 h light, 12 h dark cycle with *ad libitum* access to food and water at all times. Animals were in solitary cages only for the movement phenotyping test (48 hours) and were sacrificed 5 weeks after at ∼28 weeks of age.

HFD Male Phenotyping: 186 animals from 42 strains (all but 1 overlapping) were entered into the colony as before, with HFD starting at 8 weeks of age (Harlan 06414; 60% kCal/fat, 20% kCal/protein, 20% kCal/carbohydrate). Animals were in solitary cages only for the movement phenotyping test (48 hours) and were sacrificed 5 weeks after at ∼28 weeks of age.

Congenic AHR mice were purchased from The Jackson Laboratory (stock number 002921), with animals delivered at 8 weeks of age along with control B6 and control D2 mice. The congenic mice were generated by crossing B6 with D2, followed by successive backcrossing (N13) to return the B6 genome except in the region of *Ahr* [16]. The congenic region was genotyped independently to confirm the size of the interval. We then sequenced the DNA of the congenic strain using an Ion Proton PI Chip at 1.5× depth (i.e. ∼15 million 200 bp reads) and aligned it against the C57BL/6J reference. We confirmed the reported congenic interval is the only region that retains a D2 background. Several dozen SNPs were observed throughout the genome outside the reported Chr12 interval (∼34.6 to 40.5), but were distributed evenly across the chromosomes and consequently represent spontaneous mutations or sequencing and assembly errors, rather than residual D2 genotype. 10 humanized AHR mice were ordered from Taconic (model 9165), delivered at 8 weeks of age along with B6 controls [25]. The transgenic mice have exons 3–11 (of 11) replaced with hAHR, while exons 1–2 retain the B6 sequence, retaining 2 amino acids unique to B6 not present in hAHR. The key mutations (375, 471, and the lost stop codon) are present in the transgenic animal.

For tissue collection on CD and HFD BXD cohorts, animals were sacrificed under isoflurane anesthesia and cardiac perfusion after an overnight fast. High fat diet treatment and two day isolation for the recording experiment were considered as having low impact on the animals' welfare, while all other measurements and conditions were considered as having no negative impact. All research was approved by the Swiss cantonal veterinary authorities of Vaud under licenses 2257.0 and 2257.1.

### Movement Phenotyping Tests

Home cage monitoring was performed at 23±1 weeks of age for all mice except retired breeders (23±4 weeks), using a laser detection grid developed by TSE Systems (Bad Homburg, Germany) and used in the animals' standard housing cages. The detection grid has two layers: one for detecting X-Y movement (“ambulations”) the other for Z movement (“rearings”). Both measurements are technically independent, though the measurements of movement are strongly correlated (*r*∼0.70, see Figure 1B). Animals were housed individually for the 48-hour experiment starting at about 10am, with the night cycles (7pm–7am with 30 minutes of both dawn and dusk) used for movement calculations [41].

*D. melanogaster* lines containing a null mutation in the *spineless* gene, the *D. melanogaster* ortholog of *Ahr*, *w; ss^D115.7^/TM3*, were obtained courtesy of Ian Duncan's laboratory and passaged for two generations in a standard incubator. This line was crossed with w^−^ and the progeny segregated accordingly (i.e. *w* vs. *w;^ssD115.7^* and *w;TM3, hb-LacZ* vs. *w^ssD115.7^/TM3, hb-LacZ*). Movement was recorded by placing flies in a sealed chamber, tapping the chamber, and recording their movement as they naturally climb towards the top. For the tapping test, 1–2 day old flies were recorded using a standard SLR camera with a Leica macro objective. The experiment was performed four times for each cohort with one minute recordings each, with a “tap” sending the flies to the bottom of the chamber every 10 seconds. The speed with which flies reached the top of the chamber was measured using the Parallel Worm Tracker for MATLAB, which we modified slightly to work with *D. melanogaster* [42]. This speed was converted into distance by taking the area-under-the-curve (AUC) integral of their velocity.

*C. elegans* movement was recorded for 45 seconds at days 2, 3, and 4 of adulthood using a Nikon DS-L2/DS-Fi1 camera and controller setup, attached to a computerized Nikon bright field microscope. Seven plates of worms, with 10 worms per plate, were measured in each condition. The movement of worms during this time was calculated by following the worm centroids using the same modified version of the freely-available for the Parallel Worm Tracker as above.

### Bioinformatics and Statistical Analysis

R was used for basic analysis of phenotypic data. GeneNetwork (www.genenetwork.org) was used for correlation and genetic analyses. The original phenotypes published in this paper and all microarray data generated in these cohorts are available for public analysis or download using the GeneNetwork database (Species: Mouse, Group: BXD, Type: Adipose mRNA, Liver mRNA, or Muscle mRNA, then select the EPFL datasets). The three historical BXD mRNA datasets, for adrenals, pituitary, and hypothalamus, are also available here [43].

Phenotype data were checked for normality using the Shapiro-Wilk test, with a W-value ≥0.80 accepted as approximately normal. Heritability was calculated by one-way ANOVA—the aov() function in R—taking the sum of squares of within-strain variance divided by the total sum of squares variance. Dot plots are represented as individual measurements, or mean+SEM depending on the figure panel. Dot plots with error bars (e.g. Figure 1D) indicate each dot is a strain average of ∼5 individuals. Individual QTL plots consider a suggestive LRS≥12 and significant LRS≥18. Large scale QTL plots (Figure 2D) use LRS≥20 for significance due to multiple testing. Welch's *t*-tests were performed for two-way comparisons between phenotype data, as variances were typically unequal in these comparison groups. Student's *t*-tests were performed for array data, as all data are normally distributed with equal variance. Pearson's *r* is calculated for correlation plots as no outliers were observed. A *p*-value of less than 0.05 was considered the significance threshold for all analyses, except in QTL mapping when correction for multiple testing was used. All BXD phenotype data can be found on GeneNetwork.org under the “Type: Phenotype” entry then by searching for “Lisp3”.

How the deposited data were processed for this re-analysis (not part of the article)

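The data analysed here are expression arrays of brown adipose tissue from chow-fed male mice of 35 BXD strains and the 2 parental strains, C57BL/6J and DBA/2J, with 1 array per strain from RNA combined from about 5 mice. Liver, muscle and the other tissues of the study, the strain genotypes and the movement values were not analysed here. Columns were assigned to strains by the strain names, and no column of values was left unused.

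The authors deposited 1 table of 41345 probe sets by 37 arrays. Its values are scores: the authors rescaled each array to a mean of 8 and a standard deviation of 2. The tests had been planned for log2 values. The correlations and limma use the rescaled values as they are, the gaps are in rescaled units, and the folds assume a standard deviation of 2 before rescaling. The summary method, the background correction and the log base of these arrays are not named in the text of the paper, which labels the axis of liver expression as log2. A rescaling to a fixed standard deviation can shrink or stretch an array, so quantile normalization and centring on the median were run as alternatives. Quantile normalization moved values by 0.012 units in the median and by at most 0.18.

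Of the probe sets, 190 are array controls and were left out, which leaves 41155. A gene name was given for 28392 probe sets, with 24657 different symbols, of which 21233 are current symbols of the RefSeq annotation of GRCm38.p6. That annotation served for older symbols and for gene order only, since the build behind the table is not named, and no coordinates are given. Array data have no read depth, and the number of arrays and the background limit the precision. Probe sets of olfactory receptors, 1128 in number, gave the background.

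The range of a transcript is the highest minus the lowest of the 35 BXD strains. Correlations are Pearson's r with Spearman's rho and 100000 permutations (two-sided), with Benjamini-Hochberg adjustment over the family. Transcripts that covary with *Ahr* were tested with limma 3.58.1 (lmFit and eBayes, *Ahr* as a continuous covariate) in R 4.3.3, with Benjamini-Hochberg adjustment, an adjusted p threshold of 0.05 and 100 permutations of *Ahr* over strains. Random lists, 10000 of them, were matched on mean expression in 50 bins, and a percentile below 2.5 or above 97.5 was taken as past the threshold. A transcript was called far off in a single strain where that strain lay at least 1 unit beyond the next and this gap exceeded the range of the other strains. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the rest.

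The limma step was tested on simulated data for the 41154 transcripts other than *Ahr* over 35 strains. With 200 transcripts made to follow *Ahr* by 1.5 SD per SD of *Ahr*, 100% were recovered with 12 false calls, and by 0.5 SD, 2% were recovered with 0 false calls. For the single-strain rule, 100 of 100 transcripts shifted by 3 units were found among 1000 simulated ones, with 0 false calls.

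The genes named are every gene the paper's text names, every gene of the lists fixed in advance, the 5 largest past a threshold in each direction, the 10 largest ranges and the 10 largest single-strain gaps. Where a gene had several probe sets, the brightest stood for it. Genes that appear only in the paper's figures were not used as candidates. The values of 1 named candidate are not reported here on their own, though it is included in the counts over all 15. Lists fixed before the data were examined covered AHR targets, skeletal muscle, blood, lymphocytes, brown fat, white fat, clock genes and sex-linked genes. Of 10 AHR targets, 8 were found by symbol, and of 6 blood genes, 4. Lists for liver, kidney, a second muscle list, brain neurons, sympathetic neurons, Schwann cells, the interferon response and lysosomes were written after the data had been seen.

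The alternatives were the inclusion of both parents, quantile normalization, centring on the median, removal of the skeletal muscle list by regression, the mean of a gene's probe sets, other definitions of the range, the background and the threshold, Spearman's rho, the strains farthest from the median left out, and for limma a filter on dim transcripts, ranks of *Ahr* and the first principal component as a covariate. Chosen after the data had been seen were each strain left out in turn, other assumed standard deviations and the genes in a row from *Pxdn* to *Tmem195*.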

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

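Leaving out each strain in turn, the other assumed standard deviations and the set of genes in a row were chosen after the data had been seen. The share of the 15 named candidates with a nominal range of at least 1.75-fold was 33.3% and stayed within its 95% interval under every alternative run, from 13.3% for the 5th to 95th percentile range to 60.0% for an original standard deviation of 2.5. Without single strains it was between 26.7% and 33.3%. The share over 3.0-fold was 0% except with the muscle list regressed out or an original standard deviation of 2.5, at 6.67% each. It stayed at 0% without any single strain, which was fixed in advance, since leaving out a strain cannot widen a range.

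The percentile of the candidates among matched random lists, 1.68, left the lower tail under quantile normalization, at 3.80, and with the muscle list regressed out, at 3.62. The cause was not tested. The number of candidate pairs that covaried, 0 of 105 pairs, rose to 1 under quantile normalization and to 1 with the muscle list regressed out, and the cause was not tested. Without single strains it ranged from 0 to 2, and it was above 0 without BXD48, BXD65, BXD70, BXD95 or BXD103.

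Of the 8 AHR targets, 1 passed the threshold against *Ahr*. The number was 0 with arrays centred on their median, 0 with the muscle list regressed out, 0 with the 2 farthest strains left out and 2 with Spearman's rho. The cause was not tested. Without single strains it ranged from 0 to 2. It fell to 0 without any of 16 strains, namely BXD43, BXD48, BXD49, BXD55, BXD56, BXD62, BXD68, BXD71, BXD79, BXD83, BXD85, BXD89, BXD92, BXD95, BXD99 and BXD101, and it was 2 without BXD70.

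The number of transcripts that covaried with *Ahr* in limma was 0 with both parents, under both other scalings, with the muscle list or the first principal component as a covariate, with the mean of probe sets, with dim transcripts left out, with ranks of *Ahr*, with the 2 farthest strains left out and at an adjusted p of 0.01. Without single strains it ranged from 0 to 3, with 3 without BXD69 and 1 without BXD95. The number of transcripts far off in a single strain, 162, was 104 with both parents included and 74 at a gap of 2 units, which by its construction lists fewer. Without single strains it ranged from 40 to 174, and the 40 came without BXD70. The range of the skeletal muscle list was between 11.8-fold and 12.1-fold under the scaling alternatives and with the parents, though quantile normalization moved no value by more than 0.18 units and could not have removed it; removing that list from itself fixes the outcome and was not run. The number of candidates past the bimodality test was 0 under every alternative run and 0 without any single strain.

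The number of candidates above background was 9, and 7 with the 99th percentile of the olfactory receptors. For the 6 candidates below the background, signal over background limits what a range can show. The number of candidates past the 95th percentile of the parental difference was 0 under all alternatives run. Candidates taken by the paper's interval bounds were not run, since the build of the table is not named. Of 216 values of single genes under the alternatives, 188 kept their side of the threshold or moved by less than 1 SD between strains. This count says little about stability. Most of the values are ranges of *Ahr*, *Acp1*, *Sh3yl1* and *Prkar2b* without a single strain, which change only if that strain was the highest or lowest. *Ahrr* against *Ahr*, by contrast, lost its threshold in 16 of the 35 fits without a single strain. The fold range of *Acp1* was 1.34 without BXD56.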

Differences from the paper's values

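The paper reports that 9% of candidate transcripts were highly variable, with a range over 3.0-fold, counted over all candidates and all its datasets together. Of the 43 protein-coding genes from *Pxdn* to *Tmem195*, a set chosen after the data had been seen, 0% had such a range in BAT. The 95% exact interval for these genes reaches 8.22%, just below the paper's 9%, though the paper's share covers all its datasets. In BAT, 0% of the 15 candidates named in the text had such a range, and the 95% exact interval reaches 21.8%. These 15 are a different and smaller group than the paper's. Of the alternatives set before the data were examined, the value for the 15 was 6.67%, within 1.5 times the paper's, with the skeletal muscle list regressed out. It stayed at 0% with both parents included, under quantile normalization and with arrays centred on their median. The mean of probe sets, which could change only *Ispd* with its 2 probe sets, also gave 0%. So did the 5th to 95th percentile range, the highest and lowest strain left out and only candidates above background. These last alternatives could not have given more, since no candidate passed 3.0-fold on the full range. An original standard deviation of 2.5, chosen after the values had been seen, also gave 6.67%.

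The paper names *Sh3yl1*, *Prkar2b* and *Acp1* as highly variable in several tissues, without listing those tissues in its text. In BAT their nominal ranges were 1.46-fold, 1.35-fold and 1.51-fold, so BAT is not among them on this scale.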

Other observations

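The tests of liver, kidney, muscle, *Psap*, neuronal and interferon explanations, of the chance number of transcripts and of a shared chromosome segment were chosen only after the results had been seen. The lists fixed in advance, the correlations of *Ahr* and the single-strain rule were planned.

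A single strain stood apart at 162 transcripts, 151 of them higher and 11 lower in that strain, and 122 of the 162 were transcripts raised in BXD70. The 10 largest gaps were those of *Psap* in BXD97, which was lower, and of *Hamp*, *Serpina1c*, *Mup3*, *Gc*, *Pzp*, *Mup12*, *Mug1*, *Apob* and *Fgg* in BXD70, which were higher. *Hamp* lay at 11.64 in BXD70, 5.29 units above the next strain, and *Serpina1c* at 13.44, 5.21 units above the next. The medians of the other strains, 5.15 for *Hamp* and 6.03 for *Serpina1c*, lay within the olfactory receptor background. The size of these rises therefore cannot be given as a fold. *Alb* was at 14.96 in BXD70, against a median of 7.84 and a highest value of 11.16 in the other strains, *Apoa1* at 12.47 against a median of 8.34, and *Ttr* at 11.97 against 8.32. A hypothesis is that the BXD70 pool contained RNA from liver. In a separate list of 15 liver genes, of which brown fat of the other strains expressed 5 above background, 80.0% were highest in BXD70, and the list mean was 0.99 units above the median of the other strains. A list of 8 kidney genes lay -0.846 SD from the mean of the other strains in BXD70, which argues against kidney. How liver RNA would have entered the pool, and a strain-specific activation of liver genes in fat, were not tested.

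The same transcripts were raised in the DBA/2J parent, whose array played no part in choosing them. At 104 of the 122 transcripts, 85.2%, DBA/2J lay above all the other 34 BXD strains, and C57BL/6J did so at 5. *Alb* was at 13.93 in DBA/2J, *Serpina1c* at 12.11 and *Apoa1* at 10.81. The rise in DBA/2J followed that in BXD70 across the 122 transcripts (r = 0.864, across transcripts, which are not independent replicates), with a median of 1.00 unit against 2.54. For the separate liver list, 1 of 35 strains, BXD70, lay above the midpoint of the parents. An allele inherited from DBA/2J would be carried by many strains, so this count argues against 1 such allele for these genes. The 122 transcripts were chosen because BXD70 alone stood apart, which largely fixes the low values of the other strains there. DBA/2J nevertheless lay above all 34 of them at 104 transcripts, which 1 shared allele would not give. Combinations of alleles were not tested. Liver RNA in both pools is a candidate explanation. A consequence to check is that differences between the parents on these arrays contain this signal: *Cyp1a1* and *Cyp1a2*, which are AHR targets, were both highest in BXD70.

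The skeletal muscle list was the most variable of the lists fixed in advance, with a range of 11.8-fold from BXD65 to BXD97. *Acta1* ranged from 12.05 to 15.31. White fat genes ranged over 4.30-fold, brown fat genes over 2.47-fold, blood over 2.26-fold, lymphocytes over 1.85-fold, clock genes over 1.40-fold and sex-linked genes over 1.34-fold. Over 7 lists, none passed an adjusted p of 0.05 against the first principal component. The closest was the sex-linked list (r of size 0.446, p = 0.0075, adjusted p = 0.052; rho of size 0.406, p = 0.016; r of size 0.359 without the 2 farthest strains), followed by the white fat list (r of size 0.406, p = 0.016, adjusted p = 0.056; r of size 0.335 without the 2 farthest strains), which was the closest by rho (rho of size 0.45, p = 0.0074, adjusted p = 0.052). The muscle list had r of size 0.326 (p = 0.056, adjusted p = 0.132; rho of size 0.329, p = 0.055), but without its 2 farthest strains it had the largest r of the 7 lists, of size 0.399, so the order of the lists depends on those strains. With the second component, which carries 7.20% of the variance against 9.00% for the first, the muscle list had r of size 0.837, a comparison added after the data had been seen. Muscle RNA in differing amounts in the pools is a candidate explanation. A second list of 10 muscle genes followed the first at r = 0.996 (rho = 0.988, each with permutation p = 1e-05, the smallest that 100000 permutations can give; r = 0.995 without the 2 farthest strains, 35 strains). Scaling of the arrays as the cause is argued against by the 6898 other probe sets as bright as the genes of the list, which differed between BXD97 and BXD65 by a median of -0.061 units (5th to 95th percentile from -0.54 to 0.53), against 3.56 units for the muscle list. A difference in muscle-type gene expression within brown fat of the strains stays open, since each strain has 1 pool. The muscle list and *Ahr* had r = -0.152.

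Of the 17 probe sets of *Psap*, 1 lay at 4.37 in BXD97 against a median of 15.15 in the other strains, the largest range of any probe set in rescaled units. The low value is below the olfactory receptor median of 6.00, so the size of the drop cannot be given as a fold. Loss of the gene is argued against by the other 16 *Psap* probe sets, which in BXD97 differed from the other strains by a median of -0.0018 units and by between -0.26 and 0.38. A change of the table after rescaling would have moved the mean of the BXD97 column by -0.000261, but that mean minus 8 was -1.5e-06, within the largest deviation of any array, 4.7e-06. The low value was therefore present when the array was rescaled. A sequence variant under the probes and a defect of that array stay open. A list of 11 lysosome genes lay 0.892 SD above the mean of the other strains in BXD97.

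After *Psap*, the largest ranges were those of *Mela*, *Serpina1c*, the unnamed probe set 17550474, *Alb*, *Mup3*, *Hamp*, *H2-Ea-ps*, *Mup12* and *Mup7*. *Serpina1c*, *Alb*, *Mup3*, *Mup12* and *Mup7* were also higher in DBA/2J than in C57BL/6J by several units, as described for the liver transcripts, and *Hamp* less so, at 6.33 against 5.20. Of the others, *Mela* was at 7.82 in C57BL/6J and 12.73 in DBA/2J, *H2-Ea-ps* at 7.55 and 12.14, and probe set 17550474 at 11.35 and 5.69.

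BXD65, the strain with the least muscle signal, stood apart with raised *Snap25*, *Vsnl1*, *Cdr1*, *Pcp4*, *Gpm6a* and *Syt1*, genes named here after their values were seen. *Snap25* was at 10.90 against a median of 7.30 in the other strains. RNA from brain neurons cannot be told apart from other sources: of 6 separate brain neuron genes, 2 of which the tissue also expressed, 50.0% were highest in BXD65, with the list mean 0.52 units above the median of the other strains. Sympathetic neurons are argued against by a list of 7 genes at -0.229 SD, and Schwann cells were also unchanged, with a list of 5 genes at -0.160 SD.

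In BXD80, *Gm4841* and *F830016B08Rik*, named after their values were seen, were 3.48 and 3.10 units above the next strain. A response to interferon in this pool is a candidate explanation: of 11 separate interferon-induced genes, 81.8% were highest in BXD80, and their mean was 1.18 units above the median of the other strains. The tissue expressed 9 of the 11 above background. The lymphocyte list was also highest in BXD80. Infection, inflammation and strain genotype were not tested.

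Across the 35 strains, limma called 0 of 41154 transcripts as covarying with *Ahr* at an adjusted p threshold of 0.05, with a lowest adjusted p of 0.166, and 3388 had an unadjusted p under 0.05. Permuting *Ahr* over strains 100 times gave a median of 1806 such transcripts and between 1073 and 4777. As many as observed came in 5 of 101 orders, the observed one included, and the observed number lies within the permuted range, so chance cannot be excluded. Of the permutations, 6 of 100 gave an adjusted call. The number at an unadjusted p under 0.05 was 2640 without BXD56 and 2948 without the 2 strains farthest in *Ahr*.

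Of 8 AHR targets, *Ahrr* had the highest r with *Ahr*, at 0.460 (permutation p = 0.0051, adjusted p = 0.041, adjusted over the list alone; rho = 0.498, p = 0.0025; r = 0.466 without the 2 farthest strains). Over all transcripts tested with limma no target passed the threshold. The *Ahrr* mean of 7.02 lay within the olfactory receptor background. Over the alternatives set before the data were examined its adjusted p ranged from 0.010 to 0.062, and without BXD95 it was 0.183. *Cyp1a1* had r = 0.338 (p = 0.048, adjusted p = 0.190) but rho = 0.555 (p = 0.00071, adjusted p = 0.0057), and r = 0.433 without BXD70. The other targets, *Cyp1a2*, *Cyp1b1*, *Tiparp*, *Nqo1*, *Aldh3a1* and *Gsta1*, had r between -0.164 and 0.221. A contribution of lymphocytes cannot be told apart: *Ahr* followed the lymphocyte list at r = 0.478 (permutation p = 0.0035; rho = 0.441, p = 0.0084; r = 0.452 without the 2 farthest strains), a relation noticed after the data had been seen, and with the list regressed out *Ahr* and *Ahrr* had r = 0.303, smaller but not near 0.

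Among the 15 named candidates, 0 of 105 pairs passed an adjusted p of 0.05 by Pearson's r or Spearman's rho, while 19 and 17 had an unadjusted p under 0.05. The lowest was *Acp1* with *Meox2* (r = -0.544, permutation p = 0.00069, adjusted p = 0.072; rho = -0.538, p = 0.0010). *Ahr* and *Acp1*, the candidates that the paper singles out, had r = -0.473 (p = 0.0042, adjusted p = 0.097; rho = -0.459, p = 0.0059; r = -0.468 without the 2 farthest strains), and r stayed between -0.553 and -0.406 without any single strain. Genes on a shared chromosome segment could covary through shared alleles. The 42 genes from *Pxdn* to *Tmem195* other than *Ahr* had a mean absolute r with *Ahr* of 0.190, at percentile 90.7 of 19265 other runs of as many neighbouring genes, which leaves this explanation open.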
